A study of Mus musculus with 15 samples. Its data were reported in "SMARCD1 is an essential expression-restricted metastasis modifier" (2024).

How the data were processed

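RNA was measured by sequencing of mRNA libraries from 6DT1 cells, a mouse mammary cancer line, grown as spheroids in methylcellulose for 10 days. The 15 libraries fall into 5 groups of 3 replicates, which the labels number. These are a scrambled hairpin (shScr), Smarcd1 hairpin 4, Smarcd1 hairpin 6, an empty vector (EV) and Smarcd1 overexpression (OE). The labels say that replicates were seeded from separate passages on following days.

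The submitters' processing notes name STAR 2.7.8a and genome build mm39. The study's methods name Partek Genomics Suite for gene and transcript quantification. Those methods also describe an earlier build and another aligner for RNA-seq in general, which do not match the processing notes, so no coordinates are printed. The deposited gene tables hold estimated reads per gene scaled to a fixed library total (CPM), one table for the hairpin libraries and one for the vector libraries. The deposited transcript table holds CPM per transcript for all 15 libraries. The values were fractional, no common step was found among low values, and whole reads could not be recovered. The true depth of each library is therefore unknown. The sum of the listed CPM was 880678 to 956927 per library in the gene tables and 846808 to 924211 in the transcript table. The authors' denominator is not stated. No feature had a mean below 1.01 CPM, so low features had been removed by the authors before deposit. The transcript table also has 15 further columns with one value per sample, whose meaning is not given. They were not used.

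The hairpin libraries had 13620 listed genes and the vector libraries 13566, with 13383 in both. The transcript table had 30220 transcripts of 13142 genes, of which 6065 had 1 listed transcript. Gene symbols came from the reference annotation for 11923 and 11901 gene identifiers and for 28354 transcripts, and 1224 older symbols were updated by a synonym table. Genes without a symbol were tested and counted.

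The test fixed before the data were examined was a count-based model, with a provision for counts per sample only. Because the files held CPM and not counts, limma 3.58.1 in R 4.3.3 was used in its place, on log2(CPM + 0.5) with a trended prior variance. Pooled knockdown (KD, 6 libraries) was compared with shScr, and OE with EV. A separate fit of the 3 hairpin groups gave hairpin 4 against shScr, hairpin 6 against shScr, and hairpin 4 against hairpin 6. The KD and OE comparisons have separate controls, and both hairpins share the shScr libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.1 and transcripts under 0.05. Fold changes are from the fit and include the pseudocount of 0.5 CPM. All tests are two-sided. Changed transcript use was tested on each transcript's log2 share of its gene's CPM, with Simes' method over the transcripts of a gene. This test replaced limma's diffSplice after simulated data showed too many false calls with diffSplice, whose counts are given beside it.

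The text names Smarcd1, then up to 15 genes in each direction with the smallest p among those called. Where fewer than 10 genes passed, it also names the 10 with the smallest p in each direction as values that did not pass. From each gene list the 4 measured members with the smallest p could be named, and from the transcripts up to 10 in each direction among those called. Predicted genes were counted and not named. From the hairpin fits, the few genes printed were chosen from those ranks after their values were seen. This rule, the comparisons, the thresholds and 31 gene lists were fixed before the data were examined.

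The lists cover chromatin and splicing factors, mammary cell states, matrix, cell cycle, repair, metabolism, translation, immune and stress responses, signalling, histones and markers of other cell types. Lists with 5 or more measured members were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists of a comparison, and called at an adjusted p under 0.05. The same test with an estimated correlation is given beside it. No list call in any comparison held with an estimated correlation. The members were also counted with p adjusted over the list alone and over all genes.

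The methods were tested on simulated data with 200 changed features, independent noise for each feature and the residual spread of each fit. At the gene level, pooled KD recovered 49.3% of 1.5-fold changes, 91% of 2-fold changes and 100% of 4-fold changes, with 16 false calls. OE recovered 80.6%, 95.5% and 100%, with 21 false calls. At the transcript level, KD recovered 5.97% of 1.5-fold, 46.3% of 2-fold and 92.4% of 4-fold changes, and OE 37.3%, 58.2% and 97%. Among 7077 genes in KD, 200 had 1 transcript moved. The share test recovered 0 of them at 1.5-fold, 46 at 2-fold and 190 at 4-fold, with 0, 1 and 6 false calls, so it missed most simulated changes of 2-fold or less. diffSplice recovered 3, 99 and 194, with 9, 28 and 39 false calls. A shifted list was recovered and 0 of the other lists were called. Simulated genes varied independently, so this says nothing on false list calls among correlated genes. In these data the estimated correlation was 0.932 for G2/M genes in KD. The median residual SD per gene was 0.207 log2 units in the pooled KD fit and 0.0852 in the OE fit. The KD value includes differences between the hairpins, so it is not replicate spread alone. The KD simulation used the same pooled residual spread. With the spread of the fit of 3 groups, 77.6% of 1.5-fold gene changes were recovered for hairpin 4 against shScr.

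Alternatives tried were other thresholds, a fold minimum of 1.5, other pseudocounts, filters on low values, libraries rescaled by their median ratio, a robust prior, the replicate number as a block, each replicate left out in turn, and, for lists, other statistics and correlations. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.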

Results

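Gene and transcript levels were measured in 15 spheroid libraries of the mouse mammary cancer line 6DT1, in which Smarcd1, a subunit of the BAF (SWI/SNF) chromatin remodelling complex, was lowered by short hairpins or raised from a vector. There were 3 libraries each for the scrambled control hairpin (shScr), Smarcd1 hairpin 4, Smarcd1 hairpin 6, the empty vector (EV) and Smarcd1 overexpression (OE). The deposited values are CPM (read counts scaled to a fixed library total), and the listed genes summed to 880678 to 956927 CPM per library, so the number of reads behind each value is unknown. Pearson r between libraries of one group was 0.984 to 0.997 across genes in the hairpin table and 0.99 to 0.997 in the vector table. Replicate 2 of shScr and replicate 2 of hairpin 4 stood apart on the second principal component of the hairpin libraries (22.3% of the variance), with scores of 34.61 and -25.21. By root mean square distance, replicate 2 was the library furthest from its group in every group. The distance was 0.3523 in shScr, 0.3651 with hairpin 4, 0.3424 with hairpin 6 and 0.2925 in OE. In EV it was 0.2168, against 0.2034 for the next library. Mitochondrially encoded genes took 4.37% ± 0.185 (SD, n = 3) of the listed CPM in shScr, 4.61% ± 0.853 with hairpin 4 and 6.25% ± 0.625 with hairpin 6.

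The first question was whether each line carried the intended change in Smarcd1 (ENSMUSG00000023018). Its level was 25.03 ± 1.16 CPM (SD, n = 3) in shScr, 8.99 ± 0.054 with hairpin 4 and 10.86 ± 0.752 with hairpin 6. Across the 6 knockdown (KD) libraries it was 9.926 ± 1.13 CPM, which is 2.46-fold lower than in shScr (log2 ratio -1.30, SE 0.11, limma adjusted p = 0.00166). The exact permutation p was 0.0119, the smallest that the 84 splits of 9 libraries can give. The 6 KD libraries are 3 replicates of each hairpin line, not 6 independent knockdowns, and the pooled p-values ignore this. The knockdown was deeper with hairpin 4 than with hairpin 6 (log2 difference -0.26, SE 0.0817, adjusted p = 0.042). In the vector lines, Smarcd1 was at 29.73 ± 2.09 CPM in EV and 53.73 ± 2.02 in OE, a 1.8-fold rise (log2 ratio 0.84, SE 0.0603, adjusted p = 0.00674). The exact permutation p of that comparison was 0.1, the smallest that 3 libraries against 3 can give.

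**Figure D1:**
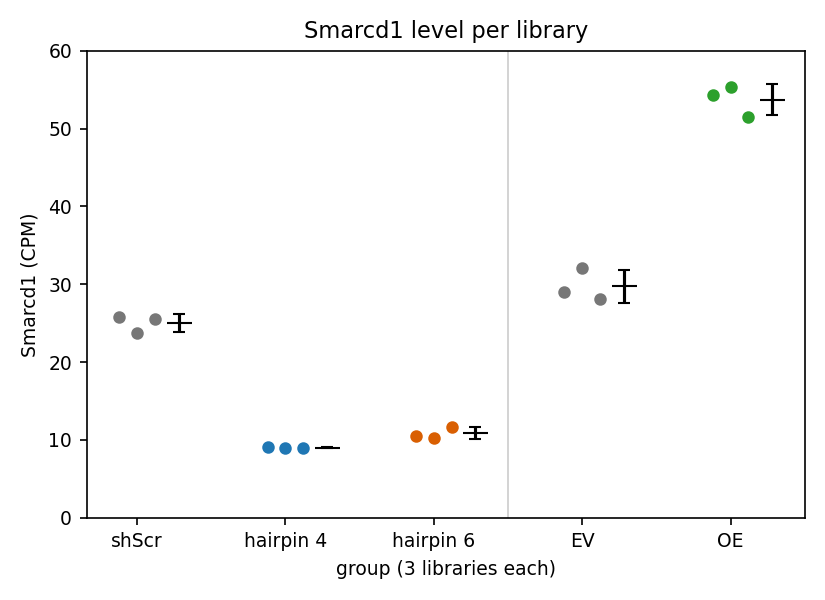
Smarcd1 level (CPM) in each library, by group, with the group mean and SD beside the points (3 libraries per group). The knockdown libraries lie at or below 11.72 CPM and the shScr libraries at or above 23.7 CPM, while the OE libraries lie at or above 51.47 CPM and the EV libraries at or below 32.1 CPM.

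Both hairpins were pooled to ask which genes follow a lower Smarcd1 level. The gene with the smallest p was Rgs17 (ENSMUSG00000019775), a regulator of G protein signalling, at 1.864 ± 0.2721 CPM (SD, n = 3) in shScr and 9.328 ± 1.682 CPM (n = 6) in KD, 4.13-fold higher (log2 ratio 2.05, SE 0.156, adjusted p = 0.00122). Genes that rose included Ocln, which encodes the tight junction protein occludin (2.99-fold), Fbln1 (fibulin, 2.5-fold), Ltbp1, which binds latent TGF-beta (2.22-fold), and Pxdn, an enzyme that crosslinks collagen IV (1.83-fold). The homeobox factor Msx2 (2.48-fold), Sh3d19 (2.22-fold), the endocytic receptor Ly75 (2.15-fold), Rgl1 (1.96-fold), the receptor tyrosine kinase Flt3 (1.74-fold) and Tbc1d8 (1.74-fold) were higher as well. Smaller rises were found for Mcfd2 (1.58-fold), the kinase Sgk2 (1.56-fold), Epb41l4b (1.52-fold) and Ankrd52 (1.45-fold). The call was lost in 11 of 15 alternatives for Flt3, 11 of 16 for Tbc1d8 and 10 of 15 for Epb41l4b. The other rises held in most alternatives, with the call of Pxdn lost most often among them (7 of 16).

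Besides Smarcd1, the genes that fell in KD included Neurl1b, a ubiquitin ligase for Notch ligands (2.84-fold lower, adjusted p = 0.0143), and Lamb3, a chain of the epithelial laminin 332 (2.7-fold lower, 99.05 ± 14.05 CPM in shScr and 37.83 ± 13.44 in KD, adjusted p = 0.0787, range 0.0127 to 0.481 over 16 alternatives). The raft protein Mal was 2.51-fold lower, the adhesion receptor Adgrl1 2.25-fold, Ly6c2 2.15-fold, Septin5 1.97-fold, the glutathione transferase Mgst1 1.84-fold, the calcium sensor Ncs1 1.71-fold, the ferritin receptor Scara5 1.68-fold, Kif26a 1.65-fold, Unc13d 1.53-fold, the actin regulator Carmil1 1.42-fold and Tollip 1.34-fold. Many of these calls were unstable. They were lost in 13 of 16 alternatives for Unc13d, 12 of 16 for Scara5 and 12 of 15 for Kif26a. For Carmil1 and Tollip they were lost in 11 of 16, for Mgst1 in 10 of 15 and for Septin5 in 8 of 15. Adgrl1 kept its call in all 16. In all, 34 of 13620 genes passed the threshold, 19 higher and 15 lower (55.9% higher, 73.3% after rescaling by the median ratio), and 31 of them had a fold of at least 1.5. At an unadjusted p under 0.05 there were 1189 genes, 308 higher and 881 lower, and 81% of these had a fold below 1.5. All 34 genes also passed with each hairpin alone, in the same direction with both. The pooled test chose them on the same libraries, and its residual includes disagreement between the hairpins. Their agreement was therefore largely built in and is not separate evidence. The count fell to 8, 10 and 12 without shScr replicates 1, 2 and 3, to 19 and 17 without hairpin 4 replicates 1 and 3, and to 18 and 17 without hairpin 6 replicates 2 and 3. It was 9 without the replicate 2 libraries of the 3 hairpin groups and 10 with the replicate number as a block. It was 619 when the mean of both hairpins was tested in the fit of 3 groups.

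**Figure D2:**
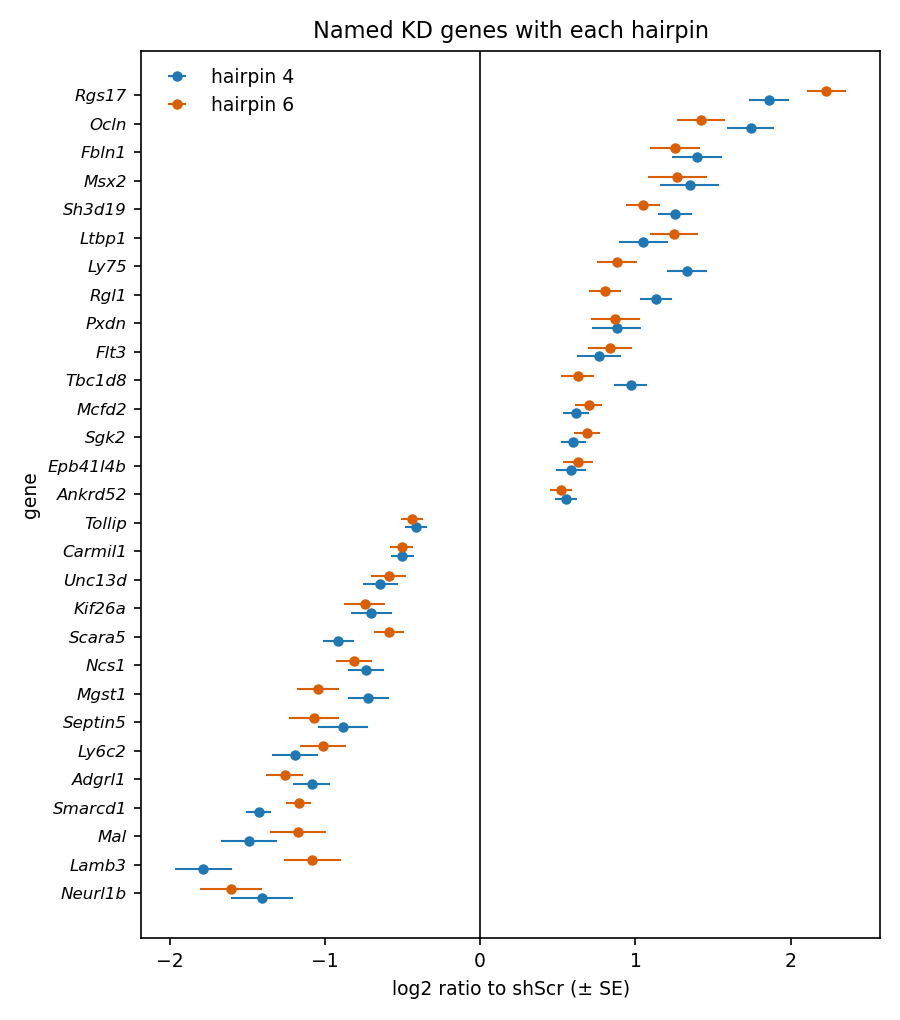
Log2 ratio to shScr (x axis, with SE) of the 29 named KD genes (y axis), for hairpin 4 (blue) and hairpin 6 (orange). Each gene lies on the same side of 0 with both hairpins, from Rgs17 (1.86 and 2.23) down to Neurl1b (-1.40 and -1.60). The genes were chosen by the pooled test on the same libraries, which favours such agreement.

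Testing the hairpins one by one asked how far their effects were shared. With hairpin 4, Il24 was 4.78-fold lower (15.64 ± 3.174 CPM in shScr, 2.832 ± 0.2189 with hairpin 4, n = 3 each), the luminal keratin Krt19 4.03-fold, the chemokine Cxcl1 2.64-fold and the protease inhibitor Serpine1 2.39-fold. Krt19 was lower with hairpin 6 too (log2 ratio -0.887), while the ratios with hairpin 6 were -0.215 for Il24, -0.177 for Cxcl1 and 0.045 for Serpine1. Hairpin 4 raised Htra1 3.65-fold and Id3, an inhibitor of basic helix-loop-helix factors, 3-fold. With hairpin 6, Cd24a, a surface marker of mammary epithelium, was 4.21-fold higher (3.38 ± 0.259 and 15.88 ± 1.684 CPM), Plxna4 4.06-fold and Mmp10 2.03-fold, while Tmem176a was 4.26-fold lower and Bmp7 1.8-fold lower. Hairpin 4 changed 2532 genes, 1207 higher and 1325 lower, and hairpin 6 changed 1355, 263 higher and 1092 lower. Between the hairpins 5277 genes differed, 3635 higher and 1642 lower with hairpin 4 (2388 and 2519 after rescaling). Havcr2 (5.21-fold lower with hairpin 4) and Gas6 (4.42-fold higher) were among them.

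Of the genes that changed with both hairpins, 79 were higher with both, 129 lower with both and 242 went in opposite directions, against 23.3, 106 and 122 for independent lists. Both hairpins share the shScr libraries, which favours the same direction, so the lists are not independent. The excess of genes in the same direction is therefore not by itself evidence of a shared effect. The log2 ratios of the hairpins had a Pearson r of 0.00882 across genes, where shared controls alone gave 0.5 in simulated data without an effect. Genes are not independent replicates. The count for hairpin 6 depended on scaling, with 306 genes higher and 326 lower after rescaling by the median ratio, and without the replicate 2 libraries the counts were 5956 with hairpin 4 and 3671 with hairpin 6. Replicate 2 lay furthest from its group in each hairpin-table group, so leaving it out favours a smaller residual spread and higher counts. The hairpin 4 count was 1278 and 1486 without shScr replicates 1 and 3, and the hairpin 6 count was 642, 533 and 632 without shScr replicates 1, 2 and 3, 884, 2194 and 775 without hairpin 4 replicates 1, 2 and 3, and 306 and 270 without hairpin 6 replicates 2 and 3. With the replicate number as a block the hairpin 6 count was 232.

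**Figure D3:**
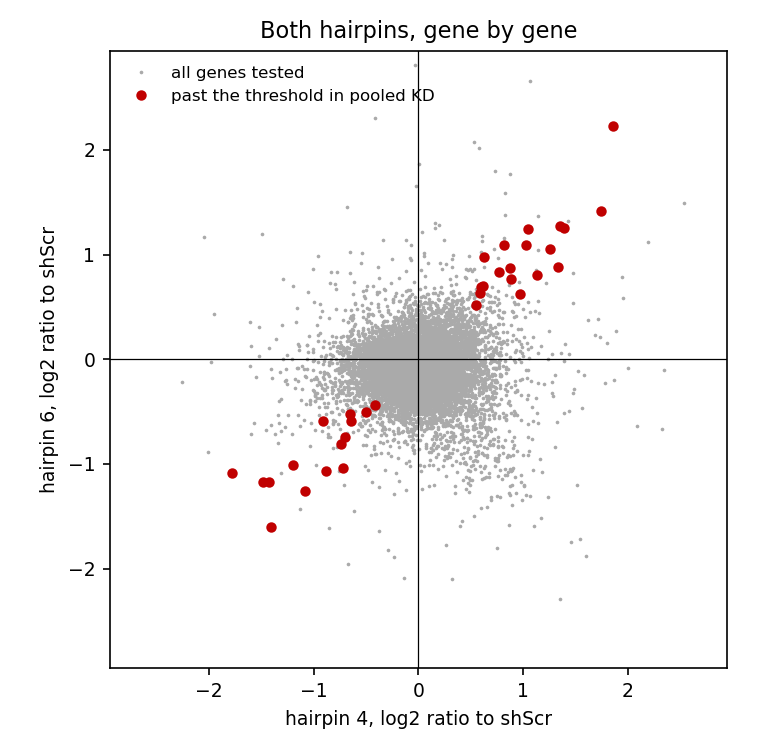
Log2 ratio to shScr of every tested gene with hairpin 4 (x axis) and hairpin 6 (y axis), with the 34 genes past the threshold in pooled KD in red. The red points lie in the upper right and lower left, where the pooled test favours genes. The other points (grey) spread on all sides of the origin, with an r of 0.00882 across all genes.

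Gene lists fixed beforehand were then examined in KD. All 28 measured genes of cholesterol and fatty acid synthesis had lower levels in KD, with a median log2 ratio of -0.42, and 25 passed when p was adjusted over the list alone, 0 over all genes. Examples are the desaturase Scd2 (1.62-fold lower, adjusted p = 0.176 over all genes), Fdps (1.68-fold) and Nsdhl (1.64-fold), each short of the threshold over all genes. The list passed at a preset correlation (adjusted p = 2.3e-13) and had an adjusted p = 0.3 with an estimated correlation. Interferon response and antigen presentation genes had a median of -0.42, with 28 of 30 lower and 15 past the threshold adjusted over the list alone. Among them were Irf7 (2.06-fold lower) and the MHC class I gene H2-K1 (1.47-fold lower), neither past the threshold over all genes. Hypoxia and glycolysis genes had a median of -0.28 with 28 of 29 lower and 15 past the threshold over the list alone, for example hexokinase Hk2 (1.32-fold lower). Both lists passed at a preset correlation (adjusted p = 1.96e-09 each) and both had an adjusted p = 0.3 with an estimated correlation.

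Inflammatory cytokine and NF-kB target genes were lower in 15 of 19 cases (median -0.27, adjusted p = 0.0014), with 6 lower and 1 higher past the threshold over the list alone, among the lower ones Il23a (2.09-fold) and Relb (1.54-fold). Genes of the unfolded protein and integrated stress response were lower in 26 of 27 cases (median -0.17, adjusted p = 0.000206), 2 of them past the threshold over the list alone. Each had an adjusted p = 0.3 with an estimated correlation. The 15 mitochondrially encoded genes all had higher levels in KD (median 0.25, adjusted p = 8.44e-06, adjusted p = 0.717 with an estimated correlation), 0 of them past the threshold over the list alone. This list moved with hairpin 6, whose libraries held the largest mitochondrial share, and its median was -0.064 with hairpin 4 and 0.57 with hairpin 6. Ribosomal protein genes had a median of 0.037 with 50 of 75 higher (adjusted p = 0.00855, adjusted p = 0.999 with an estimated correlation). No member of these 7 lists passed over all genes. The ribosomal call was lost and its median turned without shScr replicate 2 (median -0.017, adjusted p = 0.761) or without the 3 replicate 2 libraries (-0.019, 0.984), and the call was lost without hairpin 4 replicate 2 (0.835), with a range of 1.76e-06 to 0.984 over 16 alternatives. The unfolded protein call was lost without shScr replicate 1 (adjusted p = 0.0508, range 7.49e-10 to 0.0508), while the other 5 calls held in the 16 alternatives run at the preset correlation.

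Cell cycle genes differed between the hairpins. Genes of G2/M had a median log2 ratio to shScr of 0.45 with hairpin 4, higher in 29 of 29 with 0 past the threshold over the list alone or over all genes, and of -0.92 with hairpin 6, lower in 29 of 29 with 22 past it over the list alone and 4 over all genes. Between the hairpins all 29 were higher with hairpin 4 (median 1.38, adjusted p = 9.37e-07, adjusted p = 0.691 with an estimated correlation), 28 past the threshold adjusted over the list alone and 27 over all genes. Ccnb2 was 5.87-fold higher with hairpin 4 than with hairpin 6 and Plk1 4.17-fold. DNA replication and S phase genes differed likewise (30 of 31 higher, median 1.02, adjusted p = 2.54e-08), as did replication-dependent histones (28 of 30 higher, median 1.35, adjusted p = 2.54e-08), and both had an adjusted p = 0.691 with an estimated correlation. In pooled KD the G2/M median was -0.23 (adjusted p = 0.997). Without shScr replicate 2 it was 0.27 (adjusted p = 0.000324), with 0.95 for hairpin 4 and -0.40 for hairpin 6, against adjusted p from 0.0616 to 0.997 and negative medians in pooled KD without any 1 of the other 8 libraries. The G2/M call with hairpin 4 was lost without shScr replicate 1 (adjusted p = 0.115) or replicate 3 (0.188), over a range of 1.79e-23 to 0.188 in 16 alternatives.

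**Figure D4:**
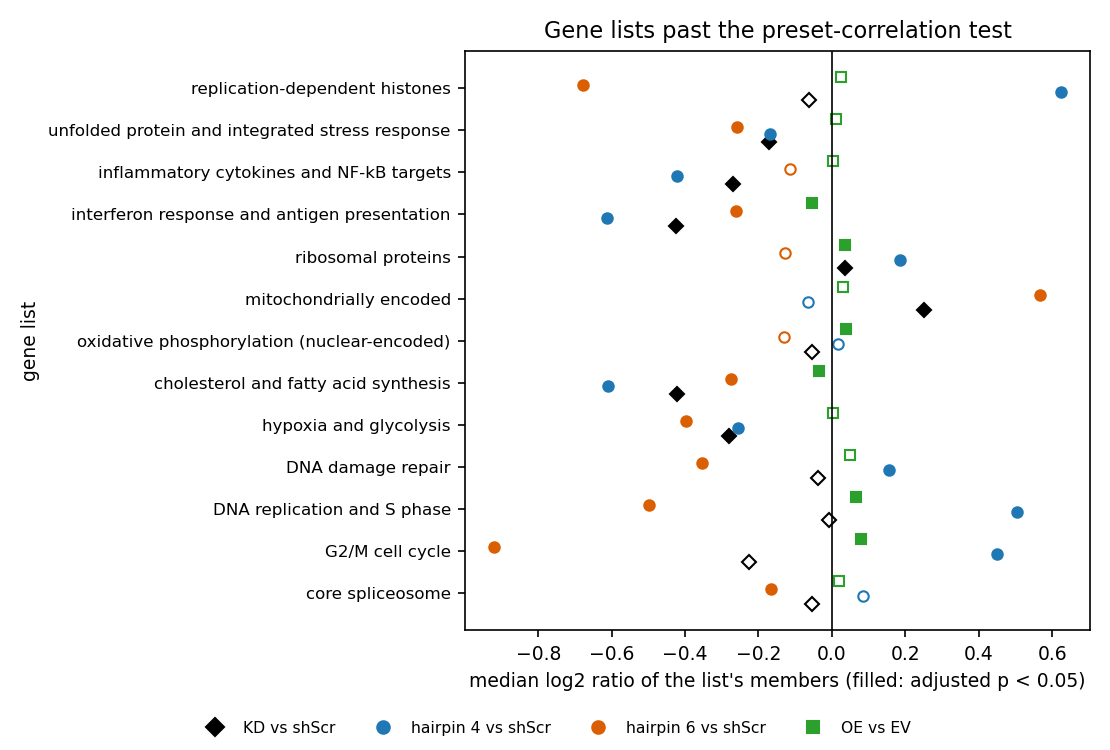
Median log2 ratio (x axis) of the members of each list (y axis) past the preset-correlation test in at least one comparison shown, for KD (black), hairpin 4 (blue), hairpin 6 (orange) and OE (green), where filled marks passed and open marks did not. The G2/M list is at 0.45 with hairpin 4 and -0.92 with hairpin 6, and the cholesterol and fatty acid list is at -0.61 and -0.28.

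**Figure D5:**
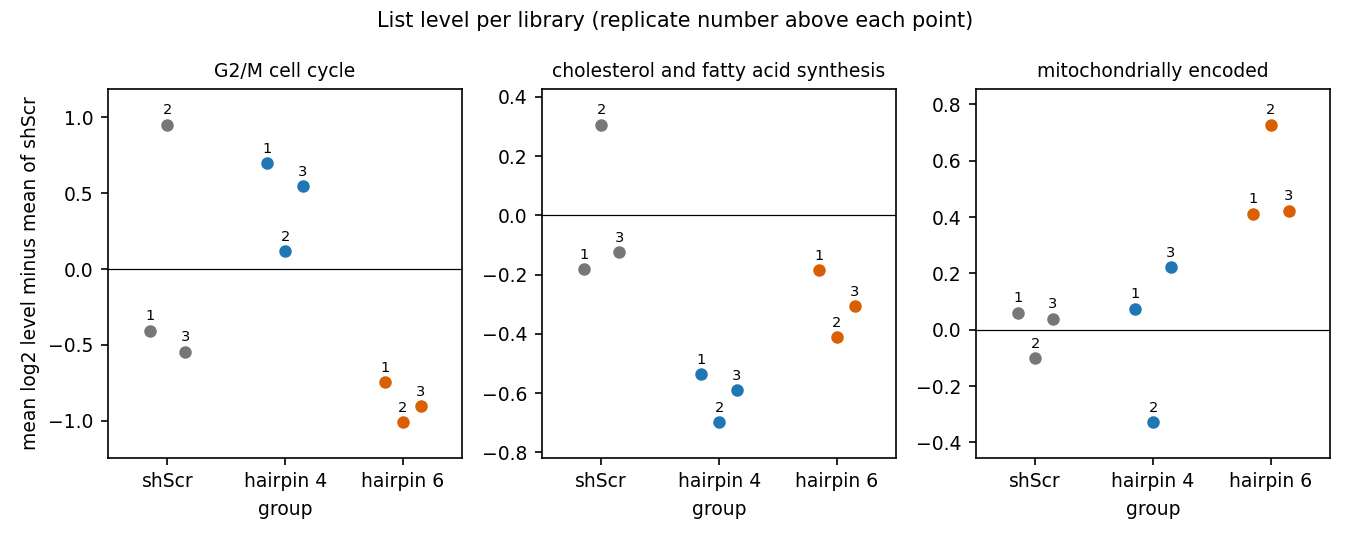
Mean log2 level of 3 gene lists in each hairpin-table library, relative to the mean of shScr (y axis), by group (x axis), with the replicate number above each point. For G2/M genes, shScr replicate 2 lies at 0.95 and the other shScr libraries at -0.41 and -0.55.

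Overexpression was compared with its empty vector to ask what follows a higher Smarcd1 level. Of 13566 genes, 1 passed the threshold, Smarcd1 itself. The next genes by p did not pass (adjusted p = 1 each): the lactate transporter Slc16a3 was 1.33-fold higher, Wdr31 1.54-fold, the receptor Ephb2 1.3-fold and the matrix proteoglycan Vcan 1.49-fold, while the desmosomal cadherin Dsc2 was 1.29-fold lower, Pappa2 1.3-fold, F8 1.71-fold and Emilin2 1.23-fold. At an unadjusted p under 0.05 there were 283 genes, 193 higher and 90 lower, and 95.1% of them had a fold below 1.5. That is fewer than chance alone would give at that p among 13566 genes, so these are not evidence of weak effects. Without EV replicate 1 the count of genes past the threshold was 0, and Smarcd1 had an adjusted p = 0.143 (the highest over the gene-level alternatives).

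Median shifts of the gene lists in OE were small. Genes of G2/M (27 of 29 higher, median 0.079, adjusted p = 0.0208), S phase (26 of 31, 0.065, adjusted p = 0.0208), nuclear-encoded oxidative phosphorylation (35 of 44, 0.037, adjusted p = 0.0242) and ribosomal proteins (59 of 75, 0.036, adjusted p = 0.0242) were higher. Genes of cholesterol and fatty acid synthesis (23 of 28 lower, median -0.036) and of the interferon response (26 of 33 lower, median -0.055) were lower, with an adjusted p = 0.000169 each. All 6 lists had an adjusted p = 0.989 with an estimated correlation, and 0 members of any passed over the list alone. Each of the 6 calls was lost without at least 1 library, and the direction of the G2/M test turned without EV replicate 2 (adjusted p = 0.661) or OE replicate 3 (0.889), as did that of S phase without EV replicate 2 (0.974). The adjusted p was also above the threshold for G2/M without OE replicate 1 (0.191), S phase without OE replicates 1 (0.191) and 3 (0.748), oxidative phosphorylation without EV replicates 1 (0.0861) and 3 (0.311) and OE replicate 2 (0.142), ribosomal proteins without EV replicate 3 (0.907) and OE replicate 2 (0.879), cholesterol synthesis without OE replicate 2 (0.074) and interferon without OE replicate 2 (0.0727). The oxidative phosphorylation and ribosomal calls were also lost after rescaling (0.0965 each) and at a mean of at least 5 CPM (0.0723 each).

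The study asked whether raising and lowering Smarcd1 act alike. Across the 13383 genes measured in both tables, the KD and OE log2 ratios had a Pearson r of -0.00393 and a Spearman rho of 0.029. At an unadjusted p under 0.05 in both, 33 genes were found where 24.4 were expected, and 19 of them moved in the same direction (57.6%, exact binomial 95% interval 39.2 to 74.5, exact p = 0.487). The hairpins differed in this. With hairpin 4, 107 of 125 genes moved as in OE (85.6%, exact binomial p = 1.35e-16, 4.05e-16 when adjusted over the 3 relations, r = 0.124), and with hairpin 6, 24 of 107 (22.4%, exact binomial p = 8.58e-09, adjusted 1.29e-08, r = -0.156). Genes are not independent replicates, so these p-values overstate the evidence. The OE genes in these shares also come from a set smaller than chance alone would give at that p. The pooled share was 47.2% without hairpin 4 replicate 1, 35.7% without EV replicate 3 and 68.6% without OE replicate 3 (exact p = 0.041).

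At the transcript level, 7 of 30220 transcripts passed in KD. Those higher were ENSMUST00000117676 and ENSMUST00000131996 of Rgs17 (4.14-fold and 3.32-fold), ENSMUST00000238443 of Sh3d19 (2.16-fold) and ENSMUST00000024963 of Mcfd2 (1.91-fold). Those lower were ENSMUST00000023759 of Smarcd1 (2.5-fold), ENSMUST00000141158 of Adgrl1 (2.11-fold) and ENSMUST00000053020 of Neurl1b (2.85-fold). Each had an adjusted p of 0.037, or 0.0204 for Smarcd1, and the gene of each also passed at the gene level. Smarcd1, Adgrl1 and Neurl1b have 1 listed transcript each, so their gene and transcript values are not separate evidence. In OE, 0 transcripts passed by limma. An unadjusted p under 0.05 was found for 1077, fewer than chance alone would give at that p among 30220. The Smarcd1 transcript listed in OE was 1.46-fold higher (26.45 ± 1.513 CPM in EV, 38.8 ± 3.673 in OE, n = 3 each, limma adjusted p = 1). In KD the count was 0 or 1 whenever a library was left out. It was 0 without the replicate 2 libraries and 0 with the replicate number as a block.

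To ask about splicing, the overlap of KD and OE transcripts and the use of transcripts within genes were tested. At the adjusted threshold 0 transcripts were shared, as OE had none. At an unadjusted p under 0.05 in both, 125 transcripts were shared where 79.8 were expected (Fisher's exact p = 5.61e-07, adjusted over 10 tests 5.61e-06), 29 higher in both (16.3 expected, p = 0.00309, adjusted 0.0103) and 38 lower in both (21.4 expected, p = 0.00069, adjusted 0.00345). Of the others, 15 were higher in KD and lower in OE (11.2 expected, Fisher's exact p = 0.223, adjusted 0.446) and 43 lower in KD and higher in OE (31 expected, p = 0.0319, adjusted 0.0797). Transcripts are not independent replicates. Transcripts of one gene went in opposite directions at p under 0.05 in 44 of 7077 genes in KD (0.622%) and 94 in OE (1.33%), and the KD number was 26 without shScr replicate 2 and 67 without hairpin 6 replicate 1. By the limma test of transcript shares, 0 genes passed in KD, with 483 at an unadjusted p under 0.05, and 0 in OE, with 341. The diffSplice counts were 21 and 40. In OE, 341 is no more than chance alone would give at that p. The share test recovered 0 of 200 simulated KD changes at 1.5-fold and 46 at 2-fold. A count of 0 therefore does not exclude changes in transcript use of that size. Its recovery in OE was not simulated. Between the hairpins 11 genes changed transcript use, with Abl1, Txndc9, Akap7, Dgke, Wdr76 and Uhrf1 among them (adjusted p = 0.0438 each), where diffSplice gave 241.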

Values the study reported

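At an unadjusted p of 0.05, the study counted 281 altered genes in spheres of the overexpression line and 1190 in spheres of the knockdown lines. With an additional FDR threshold of 0.1, it was left with 1 gene (Smarcd1) and 34 genes. Most changes were described as smaller than 1.5-fold. At the transcript level in spheres, the study counted 55 transcripts for overexpression and 98 for knockdown, with 14 shared by both.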

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

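The test for a mislabelled library, the splits with 3 extreme lists, the rescaling of libraries and the list tests with 1 library left out were chosen only after the results they bear on were seen.

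The hairpins differed from each other at 5277 genes. Rescaling the libraries by their median ratio left 4907 genes, 2388 higher and 2519 lower with hairpin 4, which argues against unequal scaling as the whole cause. A deeper knockdown by hairpin 4 would move these genes the same way with both hairpins, and 21.8% of them (1152) had the same sign in both, against 4125 with opposite signs. Choosing genes by their difference favours opposite signs, so this share alone is weak evidence on depth. Across all genes, without that choice, the Pearson r of the log2 ratios of both hairpins was 0.00882. In the 10 splits of these 6 libraries, which are too few for a share under 0.05, the real split (1 of 10 with a result as large) gave 5277 genes and the highest other gave 0. Off-target effects of either hairpin or differences between the transduced lines may lie behind the difference and stay open, as neither was tested.

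Genes of G2/M stood 1.43 log2 units higher in shScr replicate 2 than in the other shScr libraries. A mislabelled knockdown library would hold Smarcd1 near the knockdown level, of which the highest was 11.7 CPM (SD 1.13, n = 6), and this library held 23.7 CPM. That bound replaced an earlier one, 3 SD below the lowest of the other shScr libraries (25.6 CPM, SD 0.19, n = 2), which the library had not met, so the change was made with its outcome known. A seeding day that raised these genes in replicate 2 of every group would show in each group. Replicate 2 was higher in 1 of 5 groups, with differences of -0.51, -0.19, -0.30 and -0.42 in the others. A replicate 2 effect of another kind or direction was not tested by this and stays open. Rescaling left 1.37 units. No biological explanation was tested, and a different growth state of that culture is a candidate explanation that stays open.

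Cholesterol and fatty acid synthesis, interferon and hypoxia genes were lower in KD, and the calls with hairpin 6 alone were the less stable ones: without shScr replicate 2 its cholesterol median was -0.12 (adjusted p = 0.114, from -0.28), and without the 3 replicate 2 libraries all 3 calls were lost (adjusted p = 0.561 for cholesterol, 0.248 for interferon, 0.0546 for hypoxia). After rescaling, the smallest share of a list's KD median that remained was 0.821 (hypoxia), which argues against unequal scaling as the whole cause. Without shScr replicate 2 the remaining shares of the KD medians were 0.733, 0.746 and 0.636 with each list past the preset threshold in pooled KD, so that library could account for part of the shift, but the part cannot be told apart from its spread with 2 shScr libraries left. The 3 lists were picked as the lowest of 26, and when each of the 84 splits took its own 3 most extreme lists, 37 gave a mean as far from 0 (0.37 in the real split, 1.046 in the highest other), so chance was not excluded. Lower Smarcd1, the design's own difference, stays open as an untested biological explanation.

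Among the gene lists, the median log2 difference between hairpin 4 and hairpin 6 was 1.38 for G2/M, 1.35 for replication-dependent histones, 1.02 for DNA replication and S phase, 0.447 for DNA damage repair, 0.323 for ribosomal proteins, 0.307 for Wnt and TGF-beta signalling and 0.306 for the core spliceosome. It was -0.628 for mitochondrially encoded genes, -0.276 for interferon response, -0.259 for cholesterol and fatty acid synthesis and -0.106 for inflammatory cytokines. These differences passed the test at a preset correlation, and the smallest adjusted p with an estimated correlation was 0.691. Among the named KD genes, the log2 difference was -0.258 for Smarcd1, -0.370 for Rgs17, -0.699 for Lamb3 and -0.327 for Scara5, so that these were lower with hairpin 4. It was 0.330 for Rgl1, 0.453 for Ly75, 0.342 for Tbc1d8 and 0.323 for Mgst1, and each of the 8 passed the test of the difference.

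Of 57 sets of 6 knockdown libraries tested for a library far from the rest, 2 had one, where chance gives about 1 in 20. Tollip was at 49.2 CPM in hairpin 6 replicate 2, with the other knockdown libraries between 53.8 and 55 CPM. The 10 most abundant genes took 13.7% of the listed CPM in hairpin 4 replicate 2, with the other knockdown libraries between 10.3% and 11.5%.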

How the results depend on the processing

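Alternatives for the hairpins one by one, for lists with a library left out, pseudocounts, rescaling, the 5 CPM filter and the set without the 3 replicate 2 hairpin-table libraries were chosen after the data were seen. The planned minimum of 10 reads, the other count-based tool and the unfiltered count model were not run, as the files hold no counts, nor was recomputing adjusted p from deposited p, as none was deposited. Over the named KD genes, 271 of 439 alternative values kept direction and side of the threshold, 168 kept only direction and 0 reversed. The named OE genes other than Smarcd1 were never past the threshold, so their 233 values say little. Over the called lists, 634 of 680 kept both, 42 lost the call and 4 reversed. The cause was not tested, except that a stricter threshold or a fold minimum lowers a count by construction. Leaving out the replicate 2 libraries, each the furthest from its group, favours higher counts in the fit of 3 groups. Depth is unknown, so its limit could not be set.

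Genes in KD (34) numbered 17 at an adjusted p under 0.05, 1189 at an unadjusted p under 0.05, 2532 with hairpin 4, 1355 with hairpin 6, 619 for the mean of both in the fit of 3 groups, 4 in the upper part by expression, 16 at 5 CPM or more, 10 with a replicate block, 9 without the 3 libraries and 8 to 27 with 1 library left out. The labels' replicate numbers matched best across groups only for shScr with hairpin 6 replicate 2 (r = 0.12) and EV with OE replicate 2 (r = 0.53), so samples were not treated as paired. Spread shared by replicate number is not excluded by this. On the first principal component of the vector libraries (51.4% of the variance), replicate 2 scored 11.16 in EV and 22.7 in OE. The other vector libraries had negative scores. Of 16 alternatives for the OE gene count, the replicate block among them, 2 moved it. KD transcripts (7) numbered 16 at an adjusted p under 0.1, 0 under 0.01, 63 in the fit of 3 groups, 0 with a replicate block, 0 without the 3 libraries and 0 to 1 with 1 left out. Hairpin 4 genes (2532) numbered 1490 at an adjusted p under 0.05, 816 at a fold of 1.5 or more, 1037 with a replicate block, 5956 without the 3 libraries and 1278 to 2667 with 1 left out. Hairpin 6 genes (1355) numbered 531, 433, 232, 3671 and 270 to 2194 in that order, and 632 after rescaling. Genes between hairpins numbered 1660 at a fold of 1.5 or more.

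With an estimated correlation 0 lists passed in KD and 0 in OE. At the preset correlation, 5 passed with hairpin 6 without the 3 libraries. OE lists (6) numbered 3 by log2 ratio and 2 at a correlation of 0.05. OE genes numbered 283 at an unadjusted p under 0.05 and 0 to 1 with 1 library left out. Genes with transcripts in both directions numbered 9 at 5 CPM or more, 24 with a replicate block and 26 to 67 with 1 left out in KD, and 38 at 5 CPM or more in OE. The OE log2 ratio was 0.542 for the Smarcd1 transcript (adjusted p = 1) and 0.807 to 0.900 for the gene with 1 library left out, 0.827 without EV replicate 1 (adjusted p = 0.143). Shared transcripts numbered 125 at an unadjusted p under 0.05. The same-direction share of KD and OE was 85.6% with hairpin 4, 22.4% with hairpin 6 and 35.7% to 69.6% with 1 left out (47.2% without hairpin 4 replicate 1, 68.6% without OE replicate 3). Its r was 0.128 in the upper part by expression, 0.124 with hairpin 4, -0.156 with hairpin 6, 0.0586 at 5 CPM or more, 0.0549 without the 3 libraries and -0.100 to 0.104 with 1 left out. The lists that reversed were ribosomal proteins in KD without the 3 libraries (adjusted p = 0.984), G2/M in OE without EV replicate 2 (0.661) or OE replicate 3 (0.889, from 6.04e-12 without OE replicate 2) and S phase in OE without EV replicate 2 (0.974, from 8.8e-09 without OE replicate 2).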

Other observations

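The test of 1 shared axis of spread was fixed before its result was seen, while the tests of transcript use, of the lists with rescaled libraries and with 1 library left out were chosen after related results were seen.

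Mammary cell state and matrix genes moved in both directions in KD. Lamb3 was the member of a list that fell over all genes, though its call was lost in 12 of 16 alternatives (adjusted p up to 0.481), and in its list of integrins, laminins and basement membrane (median 0.0023, adjusted p = 0.997) 4 members were lower and 1 higher with p adjusted over the list alone, among them Agrn (1.26-fold lower), Lamb2 (1.2-fold lower) and Itga2 (1.45-fold higher). In the mammary stem and sphere-forming list (median -0.10, adjusted p = 0.998), Lgr6 (1.57-fold higher) and Cd24a (2.47-fold higher) passed over the list alone, as did Ly6a (1.51-fold lower). In the luminal list (0.054, adjusted p = 0.997) Krt19 (2.73-fold lower) and Esr1 (1.35-fold higher) did so, and in the p53 list (0.047, adjusted p = 0.707) 1 was higher (Perp, 1.55-fold) and 1 lower (Plk2, 1.21-fold). The hairpins were uneven for Cd24a, with a log2 ratio of 0.532 with hairpin 4 and 2.075 with hairpin 6. For Krt19 the log2 ratios were -2.009 and -0.887. All 4 measured basal genes were higher (median 0.28), with Mylk and Tpm1 (1.22-fold each) past the threshold over the list alone, in a list too short for the list test. In the retinoic acid list (0.024, adjusted p = 0.467) Cyp26b1 was 1.56-fold higher and Rai14 1.23-fold lower over the list alone. Apart from Lamb3, 0 members of these lists passed over all genes.

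The partners of Smarcd1 and the splicing machinery shifted little in pooled KD. Of 25 SWI/SNF genes 17 were lower (median -0.023, adjusted p = 0.998, 0.027 after rescaling), of 47 core spliceosome genes 35 (-0.055, adjusted p = 0.8), and of 38 SR and hnRNP regulators 32 (-0.10, adjusted p = 0.787), with 0 past the threshold over the list alone. The median over all genes tested in KD was -0.0541, so counts of lower members partly follow that shift. After rescaling, the medians were -0.00528 for the core spliceosome and -0.0498 for SR and hnRNP regulators. Between the hairpins, 11 SWI/SNF genes were higher and 2 lower with hairpin 4 over all genes, among them Bcl7c (1.7-fold higher), Smarcb1 (1.48-fold higher) and Ss18l1 (1.35-fold lower). The list test of these genes did not pass (median 0.066, -0.036 after rescaling, adjusted p = 0.486). Of the core spliceosome genes, 27 were higher with hairpin 4 over all genes and 0 lower (adjusted p = 0.0016, adjusted p = 0.691 with an estimated correlation), for example Prpf31 (1.32-fold) and Ddx23 (1.4-fold). Wnt and TGF-beta genes (12 higher, 2 lower over all genes, adjusted p = 0.0207, adjusted p = 0.691 with an estimated correlation) included Smad6 (3.82-fold higher), Smad7 (2.84-fold higher) and Fzd2 (3.01-fold higher), and that list call was lost without hairpin 4 replicate 3 (adjusted p = 0.051) and at a mean of at least 5 CPM (0.0945), as was that of inflammatory cytokines between the hairpins (0.135 at that mean).

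In KD the medians of the other lists were -0.063 for paraspeckle, -0.076 for CCR4-NOT, -0.069 for EMT, -0.038 for DNA damage repair (0.012 after rescaling), -0.0068 for S phase (0.043 after rescaling), -0.063 for histones, -0.053 for oxidative phosphorylation, -0.067 for immediate early, -0.056 for YAP/TEAD and -0.10 for Wnt and TGF-beta genes, none past the list test, with adjusted p from 0.358 for histones to 0.998. Of markers of other cell types, 3 fibroblast, 2 leukocyte, 3 endothelial and 2 adipocyte genes were measured, with medians of -0.15, -0.24, -0.22 and 0.094. They were too few for the list test, and 1 was past the threshold over the list alone (Col6a1, 1.61-fold lower). The hairpins differed here. With hairpin 4 all 3 fibroblast (median -0.41), both leukocyte (-0.78) and 1 of 3 endothelial markers were lower past the threshold over all genes, among them S100a8 (2.29-fold, from 1.433 CPM in shScr), Cd68 (1.29-fold, from 44.26 CPM) and Flt1 (1.52-fold, from 91.23 CPM), beside the lower interferon and inflammatory lists of that hairpin. With hairpin 6 the medians were 0.10, 0.30 and 0.17, with S100a8 1.63-fold higher and Col6a1 1.88-fold lower over all genes. Between the hairpins S100a8 was 3.73-fold lower with hairpin 4 (adjusted p = 0.000377) and Flt1 1.71-fold lower (adjusted p = 0.0022), while Cd68 did not pass (adjusted p = 0.122).

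With hairpin 4, 10 lists passed at the preset correlation, 5 up (G2/M, S phase, repair, ribosomal proteins, histones) and 5 down (hypoxia, cholesterol, interferon, inflammatory, unfolded protein). With hairpin 6, 1 was up (mitochondrially encoded) and 9 were down (core spliceosome, G2/M, S phase, repair, hypoxia, cholesterol, interferon, unfolded protein, histones). The smallest adjusted p with an estimated correlation was 0.687 and 0.732. With 1 library left out, the hairpin 4 calls were lost for repair without shScr replicates 1 (adjusted p = 0.194) and 3 (0.219) and hairpin 4 replicates 1 (0.146) and 3 (0.0704), and for unfolded protein without shScr replicate 1 (0.134) or hairpin 4 replicate 1 (0.119). The G2/M call of hairpin 4 was lost without shScr replicate 1 (0.115) or 3 (0.188). The hairpin 6 calls were lost for core spliceosome without shScr replicate 2 (0.0801) or hairpin 6 replicate 2 (0.103), repair without shScr replicate 2 (0.114), cholesterol without shScr replicate 2 (0.114) or hairpin 6 replicate 2 (0.063) and unfolded protein without shScr replicate 1 (0.118). Without the 3 replicate 2 libraries the hairpin 6 calls were lost for core spliceosome (0.388), S phase (0.0546), repair (0.11), histones (0.121), hypoxia (0.0546), cholesterol (0.561) and interferon (0.248), and the hairpin 4 call for ribosomal proteins (0.0562). In OE, lists that did not pass had an adjusted p of 0.0665 or more (EMT, median -0.033).

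Median, mean and test differed in sign for these lists. In KD they were the stem, luminal, EMT, integrin, S phase, p53 and histone lists. With hairpin 4 they were SWI/SNF, paraspeckle, CCR4-NOT, stem, EMT, integrin and mitochondrially encoded, and with hairpin 6 stem, p53, immediate early and retinoic acid. Between the hairpins they were SR and hnRNP, stem, hypoxia and unfolded protein, and in OE SR and hnRNP, paraspeckle, stem, hypoxia, inflammatory and unfolded protein.

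In OE the transcripts with the smallest p, none past the threshold (adjusted p = 1 each), included ENSMUST00000237481 of the mitotic kinesin Kif20a (7.43-fold higher), ENSMUST00000107397 of Nt5c3b (3-fold higher), ENSMUST00000070653 of Slc16a3 (1.9-fold higher) and ENSMUST00000169094 of G3bp2 (3.07-fold lower).

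Since OE ratios ran with hairpin 4 and against hairpin 6, a hypothesis was that 1 axis of spread between libraries, the one that sets shScr replicate 2 apart, may be shared by the comparisons. The OE ratios would then follow the deviation of that library, and across 13293 genes without the cell cycle lists r was -0.0276, which argues against it. The difference between the hairpins did follow that deviation (r = 0.224 across 13620 genes), so the axis stays open for the hairpins. The OE ratios had an r of 0.194 with the difference between the hairpins across 13383 genes, and genes are not independent replicates.

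Other splits of the same libraries were tested. For KD genes (34), 4 of 84 splits gave as many, a share under 0.05. The highest other gave 3757 (the 3 hairpin 4 libraries against the rest). A mix of shScr replicate 2 with hairpin 4 replicates 1 and 3 gave 646. The splits carry a structure of the samples by hairpin, so the libraries are not exchangeable and the share does not exclude chance. For KD transcripts (7), 5 of 84 splits gave as many (highest 1684), and for KD lists (7), 63 of 84 (highest 15), so chance was not excluded for these. For KD transcript use (0), 84 of 84 gave as many (highest 17), but any split reaches a count of 0, so this says nothing on chance, nor do the counts of 0 in OE. The 10 splits of 6 libraries are too few for a share under 0.05. In OE the real value and the highest other were 1 and 532 for genes (2 of 10 as large), 0 and 0 for transcripts (10 of 10), 6 and 17 for lists (8 of 10) and 0 and 0 for transcript use (10 of 10). With hairpin 4 they were 2532 and 257 for genes, 703 and 36 for transcripts (1 of 10 each) and 10 and 13 for lists (5 of 10). With hairpin 6 they were 1355 and 0, 74 and 0 (1 of 10 each) and 10 and 13 (9 of 10). Between the hairpins they were 3138 and 0 for transcripts (1 of 10) and 11 and 13 for lists (2 of 10).

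The transcript test here, limma on CPM, is not the test of the study, which could not be repeated from these files, and why the counts differ is unknown. In KD, 7 transcripts passed the adjusted threshold. That is lower than the number quoted from the study above. In OE, 0 transcripts passed it by limma (1077 had an unadjusted p under 0.05). The count past the adjusted threshold is lower than the number quoted from the study above. Transcripts past it in both comparisons numbered 0 by limma (125 at an unadjusted p under 0.05 in both). The shared count at the adjusted threshold is lower than the number quoted from the study above. In simulated data, KD recovered 5.97% of 1.5-fold and 46.3% of 2-fold transcript changes.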
